A study of Rattus norvegicus with 421 samples. Its data were reported in "Cross-Platform Toxicogenomics for the Prediction of Non-Genotoxic Hepatocarcinogenesis in Rat" (2014).

How the data were processed

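Livers of male Wistar rats were profiled on Affymetrix RAE230A arrays, 1 array per animal, after daily gavage with 1 of 30 compounds or with vehicle. According to the labels, 3 of the 5 animals of a treatment group were chosen on histopathology before the arrays were run, so the spread between arrays is the spread between chosen animals. The authors scanned the arrays, converted the images to intensity files with Affymetrix Microarray Suite, and made the deposited log2 values with the robust multi-chip average (RMA) in the affy package, which covers background correction, normalization between arrays and summary per probe set. The version of RMA is not given in the sources used here. The deposited table holds 15866 probe sets on 421 arrays with no missing value, and no pair of arrays holds identical values. Array medians lay between 7.38 and 7.49 on the log2 scale. For arrays there is no read depth; the number of arrays per group, mostly 3, limits the precision.

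Gene names came from the platform's probe table, with symbols updated through the gene identifier in a table of current rat genes. Of the probe sets, 12783 had 1 symbol, 312 had several and 2771 were not listed and are unnamed here; 12748 of the symbols were found in the gene table by identifier. A gene was named only from a probe set with 1 symbol, and the probe set with the highest mean over all arrays stood for a gene with several, which left 10411 genes.

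Groups, replicate numbers, doses, times and the vehicle group of each treated group were taken from the labels. There were 98 treated and 38 vehicle groups in 10 study blocks. Differences were tested in R 4.3.3 with limma 3.58.1, with 1 mean per group over all arrays, empirical Bayes moderation (285 residual and 4.67 prior degrees of freedom) and the contrast of a treated group minus its own vehicle group. A probe set was called at a Benjamini-Hochberg adjusted p below 0.05 and a change of at least 1.5-fold. The main comparison of a compound was at its last time point, day 3, 7 or 14 (48 hours for Aap). Changes are log2 values ± the standard error (SE) of the fit, for 3 treated animals against 3 to 6 vehicle animals, unless stated otherwise. This SE rests on the variance over all groups, so it understates the spread of a gene whose treated animals differ widely; where their SD exceeds 1.5 it is given in the parts on single compounds.

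The lists of genes covered pathways, liver cell types, other tissues and the circadian clock. Of the lists, 2, of 14 and 6 genes, held genes that the study itself had picked on a part of these samples. Both are shorter than the study's signatures, which were not tested in full. All 30 lists were fixed before the data were examined, as were the comparisons, the tests and most of the other settings tried. Each list was tested against all other genes with camera at a preset correlation of 0.01, with adjustment over 900 tests, and again with a correlation estimated per list. Classes were compared with the compound as the replicate: limma on the change of each compound, and for the mean change of a list an exact two-sided permutation test over compounds. A class score was the mean change of the 25 probe sets highest in non-genotoxic minus genotoxic carcinogens, minus that of the 25 lowest. For a classed carcinogen the probe sets were chosen again without it.

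The rule for the named genes was also fixed beforehand. Per compound it took the 5 largest rises and the 5 largest falls among called genes in which every treated array lay beyond every vehicle array, per class contrast the 10 highest and 10 lowest that passed (or, where none passed, the 10 with the smallest p), and per pair of compounds or of days the 5 largest in each direction. Members of the lists could be named besides, with their value. The text names a choice of these in order of size within each part.

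The functions were tested on simulated data first. With 100 of 15866 probe sets changed 2-fold in the CIDB comparison 99 were recovered, with another 100 changed 4-fold all 100 were recovered, and 3 unchanged probe sets were called. Alternatives were a fit of the compared groups only, quantile normalization, a filter at a mean of 6, the replicate number as a block, each array or compound left out in turn, day 3 for every compound, wider classes, animals as replicates, and 10 or 100 probe sets per side of the score. The replicate numbers were not taken as pairs in the main model: same-numbered arrays did not deviate together over all compounds (mean correlation 0.00512), though every pair lay over 0.1 in 3 of 30 comparisons. Leaving out 7 arrays with transcripts of another tissue, and leaving 2-NF, or all 3 compounds that share vehicle arrays with a classed carcinogen, out of a test of the score, were added after seeing the data. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.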

Results

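The series holds 421 arrays of rat liver, 293 from treated animals and 128 from vehicle animals (30 corn oil, 86 carboxymethylcellulose, 12 saline). Most of the 136 groups have 3 animals; 4 have 6, 2 have 4 and 1 has 2. The 30 compounds were given for up to 14 days. Of these, 15 are the compounds of the study's classes: genotoxic carcinogens (CIDB, C.I. Direct Black, and DMN, dimethylnitrosamine), non-genotoxic carcinogens (PB phenobarbital, PBO piperonyl butoxide, DHEA dehydroepiandrosterone, AA acetamide, MPy methapyrilene, Mcarb methylcarbamate, DES diethylstilbestrol, ETH ethionine), non-carcinogens (CFX cefuroxime, Nif nifedipine) and 3 compounds left undefined (CPA cyproterone acetate, TAA thioacetamide, Wy Wy-14643). The other 15 have no class there. The number of arrays limits the precision of every value.

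The genes called in most compounds were Aldh1a1, Ces2c and Gsta3, an aldehyde dehydrogenase, a carboxylesterase and a glutathione transferase, each called higher in 20 of 30 compounds and lower in none. Compounds of 1 block share vehicle arrays, so these counts are not independent. Of 900 tests of a list in a compound, 253 passed and 85 of these held with an estimated correlation. Targets of the receptors CAR and PXR rose in 18 compounds and fell in 0. NRF2 targets, the antioxidant response, rose in 21 and fell in 1. With an estimated correlation 12 and 10 of these rises held, and the fall did not. p53 targets rose in 12 compounds, of which 9 held.

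**Figure D1:**
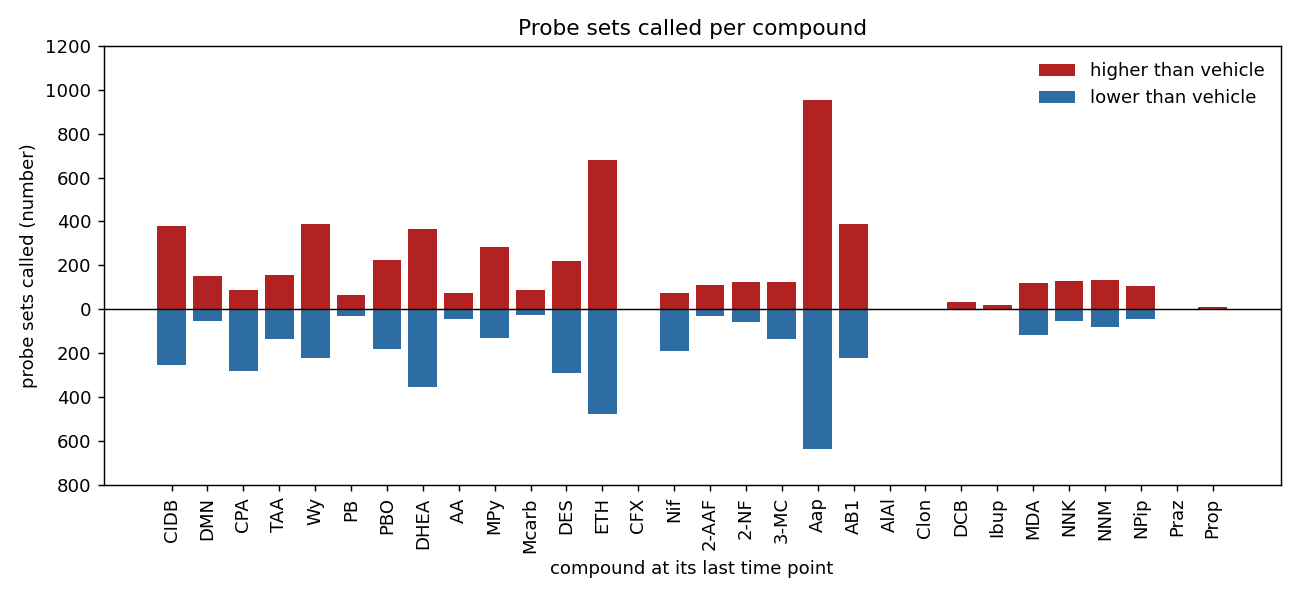
Number of probe sets called higher (bars above 0) or lower (bars below 0) than vehicle, per compound at its last time point, 3 treated animals each. Aap has the most, 1593, and CFX and AlAl have 0.

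**Figure D2:**
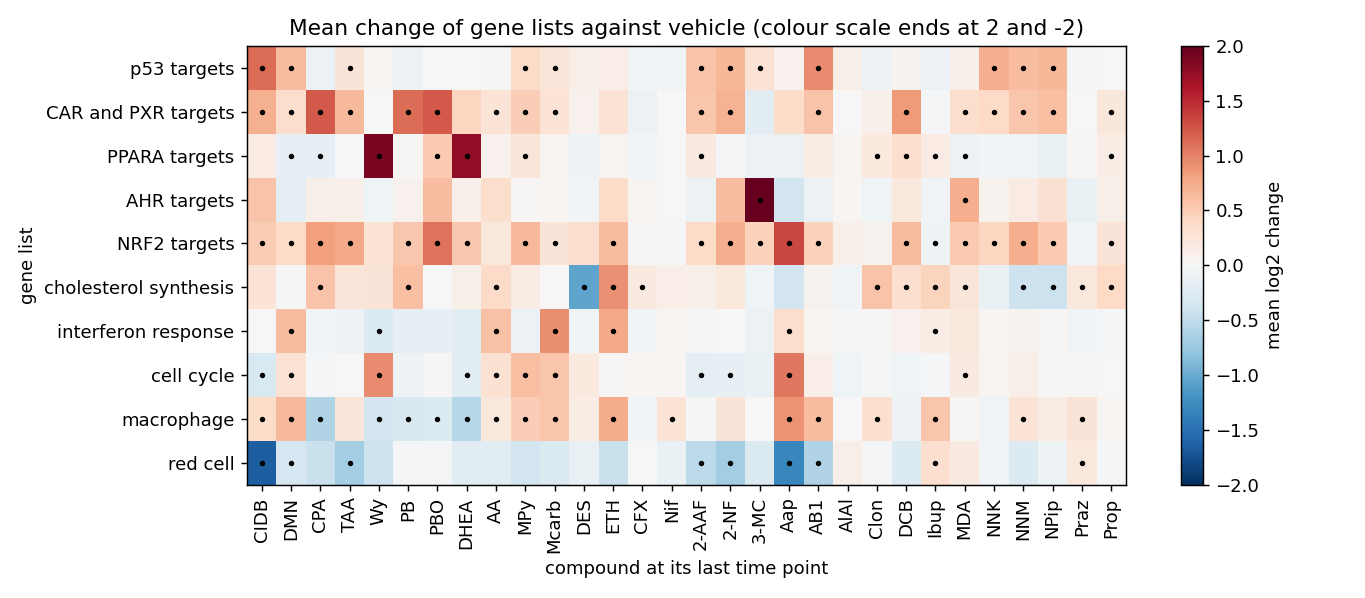
Mean log2 change against vehicle of 10 gene lists (rows) in 30 compounds (columns), with a dot where the list test passed at the preset correlation. The PPARA list stands at 1.88 in Wy and 1.77 in DHEA, and the AHR list at 4.12 in 3-MC.

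The study asked whether classes of carcinogens can be told apart early in the liver. CIDB at 146 mg/kg for 7 days raised p53 targets, the genes that answer DNA damage, by a mean of 1.12, with 9 of 19 called higher and 1 lower (10 and 1 adjusted over the list alone; adjusted p = 1.6e-19). The largest rises were Gsta3 4.38 ± 0.51, the cell cycle inhibitor Cdkn1a 4.00 ± 0.31, Ifrd1 3.82 ± 0.29, Aldh1a1 3.81 ± 0.47 and Mdm2 3.44 ± 0.19, which marks p53 for breakdown. Other p53 targets were Ccng1 at 3.36 ± 0.17, Phlda3 at 2.05 ± 0.22 and the DNA repair gene Mgmt at 2.03 ± 0.23. Falls were led by Hbb at -4.94 ± 0.31, a haemoglobin chain, Scd at -3.49 ± 0.71, Hba-a3 at -2.89 ± 0.27, Nrep at -2.78 ± 0.43 and Alas2 at -2.61 ± 0.37, the haem synthesis enzyme of red cells. The red cell list stood at -1.65 (2 of 5 members lower; adjusted p = 5.6e-07). Fatty acid synthesis genes stood at -0.93 with 8 of 19 called lower, among them Fads1 at -2.27 ± 0.20 (adjusted p = 7.1e-09, and adjusted p = 0.06 with an estimated correlation). In all, 633 probe sets were called, 378 higher and 255 lower.

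DMN at 4 mg/kg for 7 days also raised p53 targets, by a mean of 0.62 with 7 of 19 called (adjusted p = 1.2e-12). Cdkn1a rose by 2.27 ± 0.31, Ccng1 by 2.13 ± 0.17 and Mdm2 by 1.61 ± 0.19. Interferon response genes rose by a mean of 0.62 with 9 of 26 called (adjusted p = 6e-15): Gbp2 2.52 ± 0.19, the chemokine Cxcl9 1.99 ± 0.31, the immunoproteasome subunit Psmb9 1.83 ± 0.27 and the peptide transporter Tap1 1.48 ± 0.17. RT1-Bb, a class II histocompatibility gene, had the largest rise, 3.05 ± 0.71. Macrophage markers rose by a mean of 0.64 with 7 of 16 called higher and 1 lower (adjusted p = 2e-07, and adjusted p = 0.11 with an estimated correlation), among them Gpnmb at 1.82 ± 0.33 and Lgals3 at 1.63 ± 0.26. The falls were Oat at -3.08 ± 0.33, Inmt at -2.71 ± 0.51, Cyp3a9 at -2.23 ± 0.45, Akr1c1 at -2.17 ± 0.36 and Obp3 at -1.90 ± 0.50. In all, 207 probe sets were called, 151 higher and 56 lower.

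**Figure D3:**
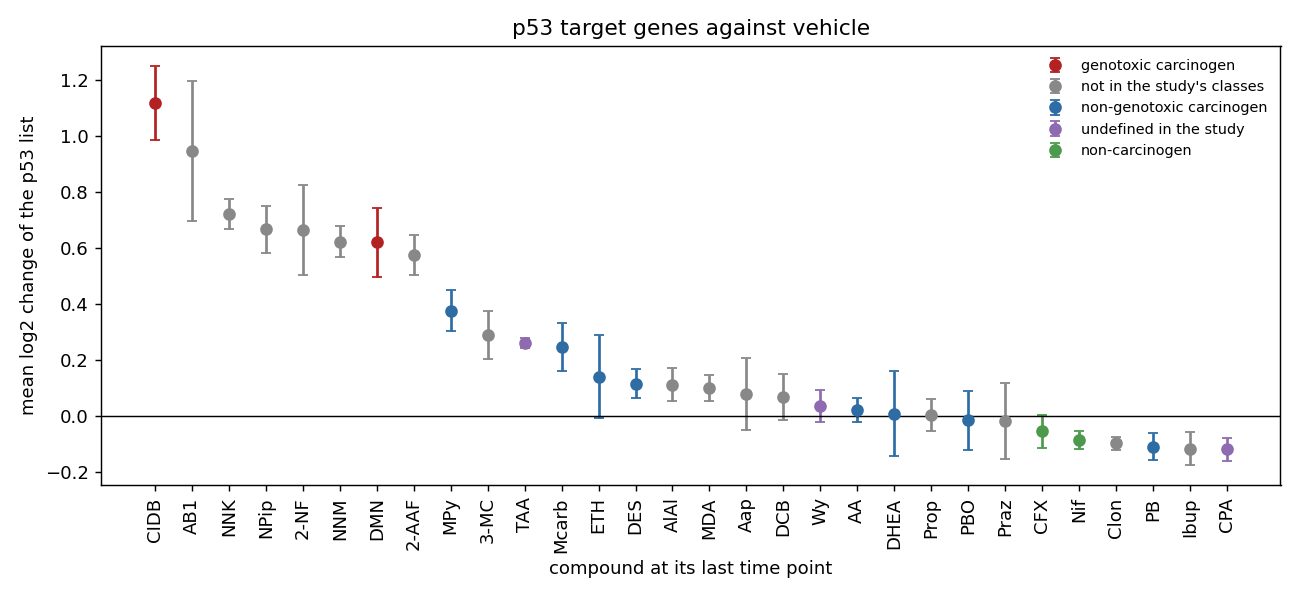
Mean log2 change of 19 p53 target genes against vehicle per compound, points with the SD over 3 animals, coloured by class. CIDB stands at 1.12, AB1 at 0.95 and the non-genotoxic carcinogens at 0.38 or lower.

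CPA at 100 mg/kg, PB at 80 mg/kg, PBO at 1200 mg/kg and DCB (1,4-dichlorobenzene) at 300 mg/kg, given for 14 days (PBO for 3), raised CAR and PXR targets, the genes of drug metabolism, by means of 1.23, 1.11, 1.22 and 0.85. Of 19 members 12, 11, 12 and 8 were called higher and none lower, and all 4 calls held with an estimated correlation. Ces2c rose by 3.20 ± 0.23 in CPA, 3.89 ± 0.23 in PB, 3.66 ± 0.21 in PBO and 2.46 ± 0.23 in DCB. Abcc3, an export pump for conjugates, rose by 2.87 ± 0.20, 2.39 ± 0.20, 3.39 ± 0.19 and 1.89 ± 0.20, and the epoxide hydrolase Ephx1 by 1.26 ± 0.17, 1.24 ± 0.17, 1.41 ± 0.15 and 1.14 ± 0.17. In CPA the sulfotransferase Sult2a2 rose by 3.10 ± 0.25 (SD 2.34 over the treated animals; not called in a fit of its own groups only), and markers of stellate cells and fibroblasts fell by a mean of 0.47 with 10 of 27 called lower, among them Col3a1 at -1.62 ± 0.21 (adjusted p = 0.034 with an estimated correlation). PBO raised 17 of 31 NRF2 targets (mean 1.08), led by Gsta3 at 3.93 ± 0.48, and 18 of 44 PPARA targets, with 1 lower (mean 0.52; adjusted p = 0.011 with an estimated correlation), such as Vnn1 at 2.38 ± 0.31 and Me1 at 2.00 ± 0.28; its largest falls were Scd at -3.95 ± 0.66 and Bhmt at -2.65 ± 0.28. The counts were 371 probe sets for CPA, 99 for PB, 406 for PBO and 32 for DCB. The adipose and muscle list stood at -0.55 in PB and at -0.06 without vehicle array 3, which carried muscle transcripts (adjusted p = 0.3 with an estimated correlation). The PB count was 45 in a fit of its own groups only, 58 without vehicle array 1, 177 without vehicle array 2 and 60 without PB array 1.

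Wy at 60 mg/kg for 3 days and DHEA at 600 mg/kg for 14 days raised nearly the whole list of PPARA targets, the genes of fatty acid oxidation in peroxisomes and mitochondria. Of 44 members 42 were called higher in Wy (mean 1.88) and 36 in DHEA (mean 1.77), with none lower (adjusted p = 7.6e-15 and 5.7e-12 with an estimated correlation). The acyl-CoA thioesterase Acot1 rose by 7.57 ± 0.27 in Wy and 7.28 ± 0.31 in DHEA, Vnn1 by 4.82 ± 0.28 and 4.65 ± 0.33, Acot2 by 3.75 ± 0.19 and 3.93 ± 0.22, and the fatty acid hydroxylase Cyp4a1 by 2.85 ± 0.20 and 2.87 ± 0.23. Hdc, which makes histamine, rose by 3.56 ± 0.14 and 4.27 ± 0.16. Cell cycle genes rose in Wy, 25 of 44 with a mean of 0.94, led by Cdkn3 at 3.03 ± 0.37, Ccnb2 at 2.48 ± 0.29 and Cdk1 at 2.13 ± 0.28 (adjusted p = 4.6e-27, and adjusted p = 0.06 with an estimated correlation). Apoa4 fell in both, to -2.65 ± 0.30 in Wy and -3.92 ± 0.34 in DHEA. In DHEA 8 of 16 macrophage markers were called lower and none higher (mean -0.57; adjusted p = 0.00015, and adjusted p = 0.34 with an estimated correlation). The counts were 610 and 719 probe sets.

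AA at 3000 mg/kg and Mcarb at 400 mg/kg for 14 days raised interferon response genes by means of 0.59 and 0.93, with 6 and 12 of 26 called higher and none lower (adjusted p = 0.035 and 6.2e-07 with an estimated correlation). Usp18 rose by 2.19 ± 0.26 in AA and 2.37 ± 0.26 in Mcarb, the RNA sensor Oas1a by 2.17 ± 0.33 and 2.58 ± 0.33, the transcription factor Irf7 by 1.59 ± 0.25 and 2.07 ± 0.25, and Rsad2 by 1.46 ± 0.30 and 1.94 ± 0.30. Mx1 rose by 1.51 ± 0.18 in Mcarb and stood at 0.50 ± 0.18 in AA, not called. Macrophage markers stood at 0.21 ± 0.15 in AA and 0.56 ± 0.45 in Mcarb (SD, n = 3). Pklr fell in both, at -1.18 ± 0.29 and -1.08 ± 0.29, as did Apoa4, at -1.18 ± 0.34 and -1.38 ± 0.34 (SD 1.53 over the Mcarb animals). In Mcarb 11 of 44 cell cycle genes were called higher (mean 0.55 ± 0.62, SD, n = 3, and 0.21 without Mcarb array 3; adjusted p = 0.07 with an estimated correlation). The counts were 118 and 112 probe sets. The Mcarb count was 21 in a fit of its own groups only, 195 without Mcarb array 1, 169 without array 2 and 31 without array 3.

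ETH at 200 mg/kg for 14 days changed 1156 probe sets. Cholesterol synthesis genes rose by a mean of 0.92 with 11 of 19 called, led by Sqle at 2.45 ± 0.34, Idi1 at 2.40 ± 0.41 and Msmo1 at 2.04 ± 0.31 (adjusted p = 3.4e-07, and adjusted p = 0.31 with an estimated correlation). Interferon genes rose by a mean of 0.75 with 12 of 26 called, among them Irf7 at 2.79 ± 0.25 and Mx2 at 2.37 ± 0.33 (SD 2.13 over the treated animals; adjusted p = 2e-07, and adjusted p = 0.16 with an estimated correlation). Macrophage markers, 10 of 16 higher and 1 lower, included Lyz2 at 2.29 ± 0.32, and Cd14 at -1.30 ± 0.19 (mean 0.75; adjusted p = 0.33 with an estimated correlation). The largest rises were A2m 5.00 ± 0.54, Angptl8 4.63 ± 0.50 and Gsta3 4.58 ± 0.51, and the largest falls Cyp3a9 at -4.05 ± 0.45, Obp3 at -3.62 ± 0.50 and Oplah at -2.93 ± 0.22.

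MPy at 60 mg/kg for 7 days raised 18 of 44 cell cycle genes (mean 0.61), among them Cdkn3 at 2.27 ± 0.37 and Ccnb2 at 1.59 ± 0.29 (adjusted p = 2.9e-17, and adjusted p = 0.19 with an estimated correlation). Genes of the unfolded protein and amino acid response rose with a mean of 0.37, 8 of 29 called higher and 2 lower, such as Trib3 at 2.30 ± 0.20 and the serine synthesis enzyme Phgdh at 1.57 ± 0.13 (adjusted p = 0.051 with an estimated correlation). The hormone Fgf21 led the rises at 3.92 ± 0.22, before Gsta3 at 3.63 ± 0.44. TAA at 19.2 mg/kg for 7 days raised 12 of 31 NRF2 targets (mean 0.76), among them Gsta3 at 2.76 ± 0.44, Akr7a3 at 2.41 ± 0.28 and Gclc at 0.91 ± 0.17, and the list call held with an estimated correlation. Its largest rises were Aldh1a1 3.42 ± 0.40 and the female-biased Cyp2c12 3.13 ± 0.42, and its largest falls Inmt at -3.07 ± 0.44, Oat at -2.90 ± 0.29 and Obp3 at -2.47 ± 0.43. The p53 list stood at 0.38 in MPy and 0.26 in TAA (adjusted p = 0.065 and 0.15 with an estimated correlation). The counts were 416 and 289 probe sets.

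DES, a synthetic oestrogen, at 10 mg/kg for 3 days lowered genes that are higher in male liver, 8 of 14 with a mean of -0.87: Ust5r at -3.17 ± 0.16, Car3 at -1.76 ± 0.17 and Cyp2c11 at -1.42 ± 0.17 (adjusted p = 0.00015 with an estimated correlation). Female-biased genes rose by a mean of 0.92 with 5 of 12 called higher and 1 lower, among them Akr1b7 at 4.23 ± 0.50 (SD 2.45 over the treated animals) and Cyp2c12 at 2.75 ± 0.45 (adjusted p = 0.0048, and adjusted p = 0.07 with an estimated correlation). Cholesterol synthesis genes fell, 15 of 19 with a mean of -1.06, such as Idi1 at -1.94 ± 0.38 and Sqle at -1.89 ± 0.32 (adjusted p = 0.017 with an estimated correlation). Of 20 bile acid genes 7 were called lower, led by Cyp8b1 at -3.01 ± 0.40, and 2 higher, led by the repressor Nr0b2 at 2.13 ± 0.55 (adjusted p = 0.016 with an estimated correlation). Rbp7 had the largest rise, 5.04 ± 0.12, followed by Akr1b7, Cited4 at 3.52 ± 0.08 and S100g at 3.14 ± 0.13. In all, 512 probe sets were called.

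The non-carcinogens were set against the same vehicle arrays of day 14. CFX at 250 mg/kg had 0 probe sets called by limma, with 502 at an unadjusted p below 0.05. Nif at 3 mg/kg, a calcium channel blocker, had 264, of which 75 were higher and 189 lower. The falls were led by Acadsb at -2.11 ± 0.27, the liver transcription factor Cebpa at -1.70 ± 0.23, Mug1 at -1.69 ± 0.24, Ppp1r3b at -1.52 ± 0.33 and the liver transcription factor Hnf4a at -1.26 ± 0.16. The rises were smaller, with Egf at 0.97 ± 0.21 and Ifitm1 at 0.83 ± 0.24 first. Stellate cell and fibroblast markers had a mean of 0.26 with 3 of 27 called higher (adjusted p = 0.41 with an estimated correlation). Nif had 161, 267 and 361 probe sets called at days 1, 3 and 7.

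Among compounds outside the study's classes, AB1 (aflatoxin B1, 0.24 mg/kg), NNK (a tobacco nitrosamine, 20 mg/kg), NPip (N-nitrosopiperidine, 20 mg/kg), 2-NF (2-nitrofluorene, 44 mg/kg), NNM (N-nitrosomorpholine, 3.5 mg/kg) and 2-AAF (2-acetylaminofluorene, 1.2 mg/kg) raised p53 targets, by means of 0.95, 0.72, 0.67, 0.66, 0.62 and 0.58. Of 19 members 11, 7, 6, 6, 7 and 6 were called higher and none lower, and all 6 calls held with an estimated correlation. Ccng1 rose by 2.54 ± 0.15 in AB1, 2.66 ± 0.15 in NNK, 2.52 ± 0.17 in NPip, 2.62 ± 0.17 in 2-NF, 2.39 ± 0.15 in NNM and 1.94 ± 0.17 in 2-AAF. Aldh1a1 had the largest rise in 5 of the 6, between 3.36 ± 0.47 in NPip and 4.38 ± 0.40 in AB1. Inmt had the largest fall in NNK, NNM and NPip, at -3.66 ± 0.44, -3.17 ± 0.44 and -3.14 ± 0.51. Bile duct markers rose in AB1, 9 of 16 with a mean of 0.83, among them Tspan8 at 2.37 ± 0.20 and Krt19 at 1.73 ± 0.24 (adjusted p = 0.00051 with an estimated correlation). Stellate cell and fibroblast markers rose in NNM, 10 of 27 with a mean of 0.48, such as Dcn at 1.58 ± 0.23 and Lum at 1.15 ± 0.28 (adjusted p = 0.012 with an estimated correlation).

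The counts for these 6 were 610 probe sets for AB1, 185 for NNK, 152 for NPip, 184 for 2-NF, 217 for NNM and 138 for 2-AAF. The AB1 count was 377 without AB1 array 3. The 2-NF count was 77 in a fit of its own groups only, 84 without 2-NF array 1 and 283 without array 3, and the 2-AAF count was 34 in such a fit. In NNK 10 of 13 pancreas genes were called higher, led by Amy2a3 at 2.09 ± 0.48 and Cela2a at 1.83 ± 0.36 (SD 3.63 and 2.86 over the treated animals; mean 1.07; adjusted p = 0.11 with an estimated correlation), and the list stood at -0.04 without NNK array 1, 1.61 without array 2 and 1.63 without array 3. The falls of the muscle genes Myl1 at -1.56 ± 0.46 and Ckm at -1.25 ± 0.37 in 2-AAF were measured against a vehicle group in which array 3 carried muscle transcripts.

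3-MC (3-methylcholanthrene) at 25 mg/kg raised all 6 measured AHR targets, by a mean of 4.12: Cyp1a1, the marker enzyme of this receptor, by 6.78 ± 0.45, Aldh3a1 by 6.34 ± 0.16 and Cyp1b1 by 6.30 ± 0.10 (adjusted p = 8.8e-50 with an estimated correlation). MDA (methylenedianiline) at 50 mg/kg raised Cyp1a1 by 2.84 ± 0.45 (SD 1.74 over the treated animals) as the 1 called member of that list. Its largest rise was Cyp26a1 at 4.03 ± 0.23, the enzyme that breaks down retinoic acid, and bile duct markers rose, 6 of 16 with a mean of 0.51, such as Epcam at 1.63 ± 0.25 (adjusted p = 0.029 with an estimated correlation; mean 0.31 without MDA array 1). Male-biased genes fell in MDA, 4 of 14 with a mean of -0.65 (adjusted p = 0.014 with an estimated correlation), which was -0.34 without MDA array 2 and -1.02 without array 3. The counts were 262 probe sets for 3-MC and 237 for MDA. The MDA count was 24 in a fit of its own groups only, 117 without MDA array 1, 124 without array 2 and 508 without array 3.

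Aap (acetaminophen) at 4250 mg/kg, measured at 48 hours, changed 1593 probe sets. NRF2 targets rose, 20 of 31 with a mean of 1.34, led by Gsta3 at 3.71 ± 0.51 (SD 1.73 over the treated animals), Gstp1 at 3.48 ± 0.17 and Akr7a3 at 2.82 ± 0.32 (adjusted p = 0.00011 with an estimated correlation). Genes of the unfolded protein and amino acid response rose, 15 of 29 with a mean of 0.85, among them Psat1 at 2.69 ± 0.23 and Phgdh at 2.57 ± 0.15 of serine synthesis (adjusted p = 0.0014 with an estimated correlation). Cell cycle genes rose, 37 of 44 with a mean of 1.06, such as the replication genes Mcm6 at 2.77 ± 0.25 and Mcm4 at 2.04 ± 0.18 (adjusted p = 7.5e-21, and adjusted p = 0.12 with an estimated correlation). Male-biased genes fell, 11 of 14 with a mean of -1.85: Hao2 at -4.53 ± 0.33, Obp3 at -4.38 ± 0.50 and Cyp2c11 at -3.88 ± 0.18 (SD 1.37, 2.91 and 1.90 over the treated animals; adjusted p = 8.9e-05 with an estimated correlation). The macrophage markers Gpnmb and Lgals3 rose by 4.28 ± 0.33 and 3.47 ± 0.26, with 8 of 16 markers higher and 1 lower (adjusted p = 0.37 with an estimated correlation).

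The remaining compounds changed few genes. Ibup (ibuprofen) at 94 mg/kg lowered Hamp, the hormone that limits iron uptake (-3.78 ± 0.49, SD 2.78 over the treated animals, not called in a fit of its own groups only), and raised Alox15 by 1.37 ± 0.20 and Cyp4a1 by 1.27 ± 0.23. Macrophage markers had a mean of 0.56 in Ibup, with C1qb at 0.99 ± 0.22 and C1qc at 0.91 ± 0.23 called (adjusted p = 0.0013 with an estimated correlation). Clon (clonidine) at 0.1 mg/kg had a mean of 0.56 over cholesterol synthesis genes, 1 of 19 called and 8 adjusted over the list alone (adjusted p = 0.024 with an estimated correlation). Prop (propranolol) at 40 mg/kg raised Gsta3 by 2.21 ± 0.51. COX1 rose by 1.11 ± 0.18 in Clon, 1.12 ± 0.18 in Ibup and 1.16 ± 0.18 in Praz (prazosin, 1 mg/kg), and Anp32a stood at -1.05 ± 0.24, -1.26 ± 0.24 and -1.29 ± 0.24, all called; the 3 share 1 vehicle group. AlAl (allyl alcohol) at 36 mg/kg had 0 probe sets called by limma, 1457 at an unadjusted p below 0.05, and 15 in a fit of its own groups only.

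The counts were 24 probe sets for Ibup, 6 for Clon, 13 for Prop and 4 for Praz. In fits of their own groups only they were 13 for Ibup, 24 for Clon and 8 for Praz. The Ibup count was 12 and 8 without vehicle arrays 2 and 3, and 7 and 15 without Ibup arrays 2 and 3. The Clon count was 3 without vehicle array 3, and the Praz count 2 without vehicle array 1. The Prop count was 8 without vehicle array 1 or 3, 6 without Prop array 1 and 7 without array 2.

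Over compounds, non-genotoxic carcinogens (8) were set against genotoxic ones (2), 1 of the study's 3 class contrasts. Among the genes named from the 16 probe sets that passed, the p53 targets Cdkn1a and Ccng1 differed most. Cdkn1a was lower by -2.79 ± 0.40, with a mean change of 0.34 in non-genotoxic against 3.13 in genotoxic compounds (adjusted p = 0.037). Ccng1 was lower by -2.49 ± 0.31, 4930522L14Rikl by -2.05 ± 0.31 and the p53 target Mgmt by -1.71 ± 0.23 (adjusted p = 0.031, 0.042 and 0.031). Lama5 at -1.54 ± 0.23, Skap2 at -1.39 ± 0.20 and Dcn at -1.24 ± 0.16 followed. After these came Cib2 at -1.23 ± 0.18 and Map3k20 at -0.91 ± 0.11, which had the smallest p. The carrier Slc25a21 was the 1 gene higher, by 0.55 ± 0.09. The difference in the mean of the p53 list was -0.77, from 0.10 ± 0.16 (SD, n = 8) against 0.87, with an exact two-sided permutation p of 0.022, the smallest that 45 splits allow, and an adjusted p of 0.4 over 90 tests. Both genotoxic compounds share 1 vehicle group, so class and block cannot be fully told apart. The count was 7 without replicate 1 or without replicate 2, 3 without CIDB, DHEA or Mcarb, 4 without PB, 92 without DMN, and 0 without PBO, AA, MPy, DES, CFX or Nif.

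Carcinogens (10) against non-carcinogens (2) gave 0 probe sets by limma, with 1211 at an unadjusted p below 0.05 and a lowest adjusted p of 0.192. The smallest p values, which do not pass, belonged to Mtmr7 at -1.36 ± 0.19, Samd11 at -0.63 ± 0.11, Ephx1 at 1.22 ± 0.22 and Abcc9 at -1.83 ± 0.35. NRF2 targets had a mean of 0.52 ± 0.25 (SD, n = 10) in carcinogens and -0.04 in non-carcinogens (exact permutation p = 0.015, the smallest that 66 splits allow; adjusted p = 0.4). Non-genotoxic carcinogens against non-carcinogens gave 1 probe set, Abcc9 at -2.03 ± 0.24. Its change lay between 1.01 and 1.19 in CFX and Nif. Both non-carcinogens share 1 vehicle group, so class and block cannot be fully told apart in either contrast. The list of 14 genes (13 measured) that the study picked for carcinogens rose in 18 compounds. The list of 6 genes picked for non-genotoxic against genotoxic rose in 20. Of these, 11 and 15 held with an estimated correlation. Rises against vehicle do not test a contrast between classes. The list of 14 stood at 0.41 ± 0.30 (SD, n = 10) in carcinogens and -0.04 in non-carcinogens (exact permutation p = 0.061, adjusted p = 0.67). The list of 6 stood at 0.83 ± 0.32 (SD, n = 8) in non-genotoxic and 1.27 in genotoxic carcinogens (exact permutation p = 0.18, adjusted p = 0.72). Neither list passed for its own contrast. Both lists are shorter than the study's signatures, so the counts do not test the full signatures. The study chose these genes on its own classed compounds, which are among those counted. For the classed compounds the counts are therefore not independent evidence. The count for carcinogens was 2 without replicate 3 and 3 without CFX. The count of 1 was 0 without replicate 1 or 2 or any of CIDB, DMN, PB, PBO, DHEA, AA, MPy, ETH and Nif; without CFX 2 other probe sets passed, both higher, and Abcc9 did not.

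In the study most classifiers put CPA, TAA and Wy with the non-genotoxic carcinogens, more confidently with cross-platform signatures. The class score used here has no boundary between classes, so it gives these compounds a value and assigns no class. The classed non-genotoxic ETH, at -0.64, lay near NNM from outside the classes, at -0.73. The scores of CIDB and DMN themselves are no test: each was scored on probe sets chosen from the other, and both share the same 3 vehicle arrays. Nor are those of AA, DHEA and Mcarb, which share 1 vehicle group, and of PBO and DES, which share another. With the probe sets chosen without them, ETH scored -0.64 ± 0.40 (SD, n = 3), PB -0.17 ± 0.02 and MPy -0.17 ± 0.12. CPA scored 0.05 ± 0.11, TAA -0.26 ± 0.21 (on the vehicle arrays of MPy) and Wy -0.29 ± 0.11. Outside the study's classes 2-NF scored -1.63 ± 0.46, NPip -1.20 ± 0.22, AB1 -1.19 ± 0.36, NNK -1.10 ± 0.14, 2-AAF -0.84 ± 0.20 and NNM -0.73 ± 0.20; 2-NF shares its vehicle arrays with CIDB and DMN, AB1 with MPy and 2-AAF with PB. The other compounds outside the classes scored between -0.21 in Aap and 0.12 in Clon, with MDA at -0.15 and 3-MC at -0.09. With day 3 taken for every compound, the score of TAA turned to 0.05 and that of Wy, whose own day is 3, to 0.18. The Wy score also turned to 0.10 with wider classes and to 0.16 without CIDB. It was -0.17 without replicate 2, -0.12 without PB, -0.03 without ETH and -0.41 without DMN. TAA scored -0.14 without replicate 2, -0.07 without CIDB or PB, -0.13 without DHEA, -0.12 without DES and -0.10 without ETH. Without DMN, CPA scored -0.51 and TAA -0.70; without CIDB, CPA scored 0.17, and without replicate 3 -0.15.

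**Figure D4:**
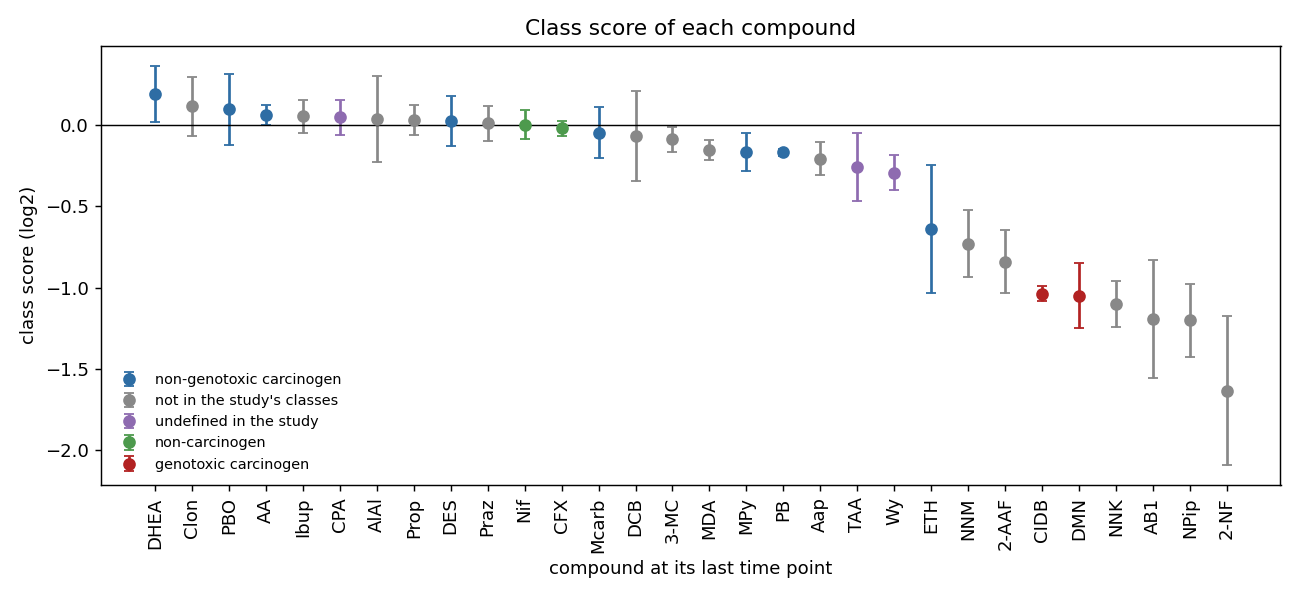
Class score in log2 units per compound, points with the SD over 3 animals, coloured by class and in order of size. The undefined CPA, TAA and Wy lie at 0.05, -0.26 and -0.29; the scores of compounds set against vehicle arrays of another classed carcinogen are not independent of the choice of the probe sets.

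Related molecules were compared at day 7. Only TAA and AA share a block and a vehicle group. The other pairs come from different blocks, and NNK and DMN, like 2-NF and 2-AAF, also differ in vehicle (carboxymethylcellulose or corn oil). For these pairs molecule and block cannot be fully told apart. TAA, in which sulfur replaces the oxygen of AA, was given at 19.2 mg/kg and AA at 3000 mg/kg, with 1 shared vehicle group, and 475 probe sets differed, 110 higher and 365 lower in TAA. Against vehicle at day 7, 785 probe sets were called in AA and 289 in TAA. Cell cycle genes were lower in TAA than in AA by a mean of -1.09, with Cdkn3 at -3.28 ± 0.43 and Ccnb2 at -2.59 ± 0.33 (adjusted p = 0.018 with an estimated correlation). Against vehicle, Cdkn3 and Ccnb2 stood at 3.24 and 2.42 in AA and at -0.03 and -0.17 in TAA. Interferon genes were lower in TAA by -1.13, with Oas1a at -2.71 ± 0.33, Mx2 at -2.66 ± 0.33 and Usp18 at -2.62 ± 0.26 (adjusted p = 0.00053 with an estimated correlation). Against vehicle, Oas1a, Mx2 and Usp18 stood at 2.42, 2.63 and 2.17 in AA and at -0.29, -0.03 and -0.46 in TAA. The differences in these named genes thus came mostly from rises in AA. Macrophage markers were lower in TAA by -0.84 (adjusted p = 0.065 with an estimated correlation). Sds at 1.66 ± 0.43, Akr1b7 at 1.49 ± 0.54 and Akr7a3 at 1.48 ± 0.32 were higher in TAA than in AA. The count of 475 was 294 in a fit of the compared groups only.

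NNK, a nitrosamine with a pyridyl ketone chain, at 20 mg/kg was set against DMN, which has methyl groups alone, at 4 mg/kg, and 77 probe sets differed. Interferon genes were lower in NNK by a mean of -0.73, with Gbp2 at -2.57 ± 0.25, Cxcl9 at -2.08 ± 0.41 and Psmb9 at -1.87 ± 0.35 (adjusted p = 0.041 with an estimated correlation), and RT1-Bb was lower by -3.85 ± 0.95. Macrophage markers were lower by -0.64 (adjusted p = 0.355 with an estimated correlation). The p53 list did not differ past the threshold (mean difference -0.09, adjusted p = 0.549): Ccng1 stood at 2.09 in NNK and 2.13 in DMN, a difference of -0.04 with a 95% interval from -0.49 to 0.41, and Cdkn1a at -0.47 with an interval from -1.28 to 0.35. The count was 127, 33 and 50 without vehicle arrays 1, 2 and 3 of DMN, and 43 without DMN array 3.

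2-NF, which carries a nitro group where 2-AAF has an acetylamino group, was given at 44 mg/kg and 2-AAF at 1.2 mg/kg, and 108 probe sets differed. Gsta3 was higher in 2-NF by 2.71 ± 0.72, Fasn by 1.78 ± 0.51 and Akr7a3 by 1.69 ± 0.45, and Akr1c1 was lower by -2.33 ± 0.50 and Il33 by -1.57 ± 0.38. NRF2 targets were higher by a mean of 0.52 (adjusted p = 2e-06, and adjusted p = 0.13 with an estimated correlation). The pancreas list stood at 1.00, with pancreas transcripts on array 3 of the vehicle group of 2-AAF (adjusted p = 0.526 with an estimated correlation). Of the calls 73 were higher and 35 lower, and 69 and 52 with quantile normalization. The count was 3 in a fit of the compared groups only, all lower and none of the 5 genes named here, 64 without 2-AAF array 1, 40 without 2-NF array 1 and 166 without 2-NF array 3.

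NPip, with a ring of carbon where NNM has an oxygen in the ring, was given at 20 mg/kg and NNM at 3.5 mg/kg, and 103 probe sets differed. The 5 largest differences upward in NPip were Krt13 2.58 ± 0.44, Myl1 2.27 ± 0.61, Krt4 2.03 ± 0.37, Sprr3 2.02 ± 0.32 and Mb 1.99 ± 0.46. The adipose and muscle list stood at 0.82 and the pancreas list at 0.59 (adjusted p = 0.28 and 0.78 with an estimated correlation). Lower in NPip were Ugt2b7 at -1.79 ± 0.28, Gstp1 at -1.28 ± 0.23 and Mmp12 at -1.16 ± 0.22. The count was 2 without NPip array 3, which carried muscle transcripts, 188 and 191 without NPip arrays 1 and 2, 59 without dim probe sets and 0 in a fit of the compared groups only.

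The change at day 14 was set against that at day 1 for the 8 compounds of the study with both days. ETH differed in 1152 probe sets. Interferon genes stood lower at day 14 by a mean of -1.56, with Rsad2 at 5.00 on day 1 and 0.70 on day 14 (difference -4.31 ± 0.41) and Ifit3 at 5.00 and 0.74 (-4.26 ± 0.21; adjusted p = 0.0012 with an estimated correlation). Cholesterol synthesis genes stood higher by 1.70, such as Sqle by 2.73 ± 0.47 (adjusted p = 0.043 with an estimated correlation). Mcarb differed in 28 probe sets, with interferon genes higher on day 14 by 0.79, led by Oas1a at 2.49 ± 0.47 and Usp18 at 2.23 ± 0.36 (adjusted p = 0.0023 with an estimated correlation). Cell cycle genes stood higher by 0.60, and stellate cell and endothelial markers lower by -0.42 and -0.36 (adjusted p = 0.17, 0.073 and 0.077 with an estimated correlation).

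CPA differed in 217 probe sets. Sult2a2 at 2.90 ± 0.36 and Abcc3 at 2.72 ± 0.29 stood higher on day 14, and cell cycle genes lower by a mean of -0.88, led by Mcm6 at -2.60 ± 0.36, which had risen by 2.61 on day 1 (adjusted p = 0.056 with an estimated correlation). DHEA differed in 373, with Hdc at 3.89 ± 0.22 and Acot1 at 2.83 ± 0.44 higher on day 14, Apoa4 at -3.43 ± 0.48 lower, and macrophage markers lower by -0.95 (adjusted p = 0.044 with an estimated correlation). PB differed in 9, with Abcc3 higher by 2.04 ± 0.29 and Ces2c by 1.45 ± 0.32; its adipose and muscle list stood lower by -0.54, with muscle transcripts on vehicle array 3 of day 14 (adjusted p = 0.58 with an estimated correlation). AA differed in 1, Cxcl9 at -2.22 ± 0.44, and CFX in 3, among them Cpd at -1.30 ± 0.23 and Ddx6 at -1.17 ± 0.26. Nif differed in 0 by limma, with 691 at an unadjusted p below 0.05.

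In fits of the compared groups only these counts were 460 for ETH, 13 for Mcarb, 8 for CFX, 3 for PB and 0 for AA. The Mcarb count was 13 without vehicle array 3 of day 14, 15 without vehicle array 1 of day 1, 48 and 16 without Mcarb arrays 1 and 3 of day 14, and 15 without Mcarb array 3 of day 1. The PB count was 60 and 34 without vehicle arrays 2 and 3 of day 14, 5 without vehicle array 3 of day 1, and 4 without PB array 1 of day 14 or of day 1. The AA count was 2 with the replicate number as a block, 2 without AA array 1 of day 1, and 0 without AA arrays 1 or 3 of day 14, AA array 2 of day 1, vehicle arrays 1 or 3 of day 14 or vehicle array 3 of day 1. The Nif count was 1 without Nif array 2 or 3 of day 14.

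**Figure D5:**
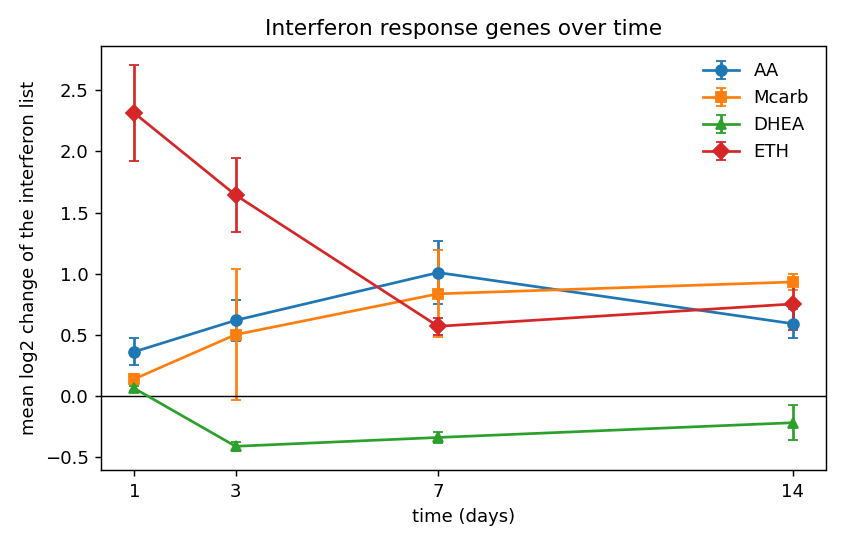
Mean log2 change of 26 interferon response genes against vehicle (y axis) over days 1 to 14 (x axis) in AA, Mcarb, DHEA and ETH, with the SD over 3 animals. ETH falls from 2.31 on day 1 to 0.75 on day 14, and Mcarb goes from 0.14 to 0.93.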

Values the study reported

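The study reported average areas under the ROC curve above 0.95 for its combined signatures with pathway and interaction features in each class contrast. It gave a Spearman correlation above 0.5 between the mRNA signature and carcinogenicity.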

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

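The change against vehicle differed between day 14 and day 1, by a test of the difference itself, in 1 probe set for AA, 3 for CFX, 217 for CPA, 373 for DHEA, 1152 for ETH, 28 for Mcarb and 9 for PB, and this difference between time points flagged them. Among list means in 6 vehicle groups of 4 to 6 arrays, the pancreas list of carboxymethylcellulose array 3 of day 1 in block 1H lay at 6.56, away from the others at 6.47 to 6.48; this was 1 of 42 tests, and chance flags about 1 in 20. All tests of explanations in this part, and their predictions, were written after the results had been seen.

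Transcripts of another organ stood out on 7 single arrays: those of pancreas on 5 (list means 10.53 in array 1 of Praz at day 1, 9.81 in vehicle array 3 of day 7 in block 1B, 9.72 in NNK array 1 at day 14 and 9.06 in Wy array 3 at day 1 and 7.58 in NPip array 3 at day 7, against a median of 6.43) and those of muscle on 4 (8.48 in NPip array 3 at day 7, 8.17 in Aap array 3 at 6 hours, 7.64 in the same array 3 of day 7 in block 1B and 7.30 in vehicle array 3 of day 14 in block 1B, against 5.76). If a piece of another organ was in the sample, most genes of a list should lie over 1 above both other arrays of the group. Of 13 pancreas genes 11 did so on the Praz, NNK and day 7 vehicle arrays, and 10 on the Wy array. The other list mixes muscle with adipose genes. Of its 10 genes 6 did so on the NPip array, 5 on the Aap array and 4 on the day 14 vehicle array. The lowest share over the 7 arrays was thus 40%. Most genes were raised in the pancreas list, while the mixed list leaves this open. If NNK itself raised pancreas genes, its other arrays should be raised too: 1 of 6 NNK arrays lay above the highest of 12 vehicle arrays (6.57), which speaks against an effect of NNK. A mix-up of whole samples was not tested.

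The nifedipine arrays differed from their vehicle in 264 probe sets at day 14. If the vehicle arrays stood apart, the difference should vanish against the 5 other treated groups of the block: 324 probe sets were called there, 224 of them shared in the same direction, which speaks against it. With the leading axis of the differences within groups (9.73% of that variance) as a covariate 228 were called, with a median absolute change of 0.723 instead of 0.746, which speaks against that axis as the cause. Changes of different days correlated between 0.606 and 0.783; nifedipine arrays prepared apart from the rest on every day would give this too, as would an effect of the drug, and the labels name no preparation batch. Both remain open.

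Interferon response genes were higher after AA and Mcarb. If low vehicle arrays had caused this, DHEA against the same vehicle arrays should be higher too, and its list stood at -0.22. Against the vehicle groups of days 3 and 7 DHEA also stood lower, at -0.41 and -0.34. Against that of day 1 it was not lower, at 0.06 ± 0.02 (SD, n = 3). DHEA may thus lower the list itself after day 1 and hide a part of such an effect. If DHEA acted alike on days 3, 7 and 14, the values speak against low vehicle arrays as the whole cause. A part is left open. More T and NK cells could raise such genes, but their markers reached a ratio of 0.107 to the interferon change, which speaks against it. In AA the interferon list rose more than macrophage markers at day 14, by 0.38 (95% interval 0.09 to 0.67). This speaks against more macrophages as the whole cause at that day. At day 7 both rose alike (1.01 and 1.08). Macrophage markers stood at 0.61 and the interferon list at 0.36 at day 1, a difference of -0.25 (interval -0.75 to 0.26). In Mcarb macrophage markers reached a ratio of 0.597 at day 14, with a spread of 0.45 (SD, n = 3). Their list change of 0.56 was 0.30 without Mcarb array 3. They stood at 0.58 at day 1, with the interferon list at 0.14, a difference of -0.44 (interval -0.78 to -0.09). At day 3 both stood alike (interferon 0.50, macrophage 0.51). From day 1 to day 14 macrophage markers moved by -0.02 (interval -0.92 to 0.88) while the interferon list rose by 0.79. Macrophages remain open there, because the interval of the difference at day 14 ran from -0.73 to 1.48. An infection of these animals was not tested.

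Exchanging arrays between the groups, also done after the results were seen, gives counts to set beside the real ones, in a fit of the compared groups only. Where 84 or 35 splits exist, the real split called the most, 1 of all: 312 probe sets against at most 6 in any other for TAA, 630 and 2 for Wy, 392 and 12 for PBO, 445 and 2 for MPy, 508 and 11 for DES, 591 and 4 for AB1, 15 and 10 for AlAl, 186 and 10 for NNK, and 235 and 5 for NNM. With 3 against 3 arrays only 10 splits exist, too few for a share below 0.05. There the real split was also 1 of 10 for CIDB (597 and at most 1), DMN (216 and 1), CPA (368 and 1), PB (45 and 0), DHEA (723 and 1), AA (103 and 0), Mcarb (21 and 0), ETH (1127 and 0), Nif (272 and 2), 2-AAF (34 and 1), 2-NF (77 and 5), 3-MC (183 and 2), Aap (1336 and 0), Clon (24 and 1), DCB (37 and 3), Ibup (13 and 2), MDA (24 and 0), NPip (184 and 1), Praz (8 and 2), Prop (10 and 3) and TAA minus AA (294 and 0), while for CFX, with 0 called, all 10 reached it.

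For the other pairs and for the days, the treated arrays of both groups were exchanged with the vehicle arrays kept, which gives 20 splits, too few for a share below 0.05. The highest other count was in every case that of the full exchange, which sets each treated group against the vehicle of the other day or block and so adds the difference between the vehicle groups: 55 against a real 3 for 2-NF minus 2-AAF, 168 against 0 for NPip minus NNM, 310 against 91 for NNK minus DMN, and for the days 48 against 0 for AA, 24 against 8 for CFX, 456 against 235 for CPA, 343 against 343 for DHEA, 1161 against 460 for ETH, 121 against 13 for Mcarb, 9 against 0 for Nif and 5 against 3 for PB. Where several times the real count was called, this points to a structure of the samples by day or block. Where the real count was above 0, 2 of 20 splits reached it, the real one and the full exchange; where it was 0, all 20 did.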

How the results depend on the processing

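Quantile normalization kept all 50 main results (counts of calls, class differences and scores), and leaving out dim probe sets kept 49 of 50. Of the list calls, 85 of 253 held with an estimated correlation and 233 with quantile normalization. Without dim probe sets 238 held, and 245 held with the replicate number as a block. Of 1720 omissions of 1 array 152 ended the call of a list and 2 were counted as turning its sign, in cell cycle in AA and pancreas in NNK. Besides these, the mean of the acute phase list in Ibup, 0.04, went to -0.002 without vehicle array 3 and to -0.07 without Ibup array 3. Of 398 calls or values of named genes, 324 kept their side of the threshold in a fit of the compared groups only, and of 3495 omissions of 1 array 433 ended the call of a named gene and 4 turned the sign of one. The number of arrays, and signal near background for dim probe sets, limit what can be called. The cause of each change below was not tested, except where fewer arrays or compounds or a smaller set of probe sets is the change itself.

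In a fit of the compared groups only, 17 of 42 counts moved: PB to 45, Mcarb 21, 2-AAF 34, 2-NF 77, AlAl 15, Clon 24, Ibup 13, MDA 24, Praz 8, TAA minus AA 294, 2-NF minus 2-AAF 3 (0 higher and 3 lower), NPip minus NNM 0, and for the days AA 0, CFX 8, ETH 460, Mcarb 13 and PB 3. Without dim probe sets NPip minus NNM went to 59. With the replicate number as a block the count of AA over the days went to 2, and no other of the 42 counts moved by more than 1.5 times; each treated array correlated best with its own number in 2 of 30 comparisons. Without the arrays with transcripts of another tissue, a choice made after seeing the data, NPip minus NNM went to 2, PB over the days to 34, non-genotoxic against non-carcinogen to 0, the pancreas list in NNK to -0.0393 and its gene Amy2a3 to -0.00939.

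For the classes, day 3 for every compound gave 0 probe sets for non-genotoxic against genotoxic and 0 for non-genotoxic against non-carcinogen, and scores of 0.0533 for TAA and 0.18 for Wy, both of opposite sign. Wider classes gave 370, 243 and 186 probe sets for non-genotoxic against genotoxic, carcinogen against non-carcinogen and non-genotoxic against non-carcinogen, a p53 difference of 0.48 between carcinogens and non-carcinogens (exact permutation p = 0.00564), and scores of 0.24 for CPA and, with the sign turned, 0.10 for Wy. With 100 probe sets per side Wy scored -0.10. With animals as replicates, which ignores that animals of a compound are alike, the 3 counts were 694, 729 and 796, and with a replicate block besides 721, 756 and 849.

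With 1 array left out in turn, the counts ranged as follows: CIDB 595 to 676, DMN 141 to 249, CPA 288 to 385, TAA 261 to 312, Wy 478 to 776, PB 58 to 177, PBO 303 to 491, DHEA 603 to 812, AA 85 to 146, MPy 378 to 421, Mcarb 31 to 195, DES 472 to 559, ETH 1078 to 1237, CFX 0 to 0, Nif 191 to 294, 2-AAF 96 to 202, 2-NF 84 to 283, 3-MC 208 to 308, Aap 1550 to 1730, AB1 377 to 909, AlAl 0 to 0, Clon 3 to 8, DCB 22 to 27, Ibup 7 to 24, MDA 117 to 508, NNK 126 to 194, NNM 195 to 234, NPip 125 to 145, Praz 2 to 5 and Prop 6 to 13. The pairs ranged as TAA minus AA 407 to 648, 2-NF minus 2-AAF 40 to 166, NPip minus NNM 2 to 191 and NNK minus DMN 33 to 127, and the days as AA 0 to 2, CFX 2 to 4, CPA 169 to 261, DHEA 252 to 383, ETH 817 to 1705, Mcarb 13 to 48, Nif 0 to 1 and PB 4 to 60. The cell cycle list in AA ranged from -0.0152, without AA array 1, to 0.54, the pancreas list in NNK from -0.0393, without NNK array 1, to 1.63, and Amy2a3 in NNK from -0.00939, also without array 1, to 3.18. Ccng1 in NNK minus DMN, near 0 and not called, ranged from -0.16 to 0.11 and was 0.00556 with quantile normalization.

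With 1 replicate or 1 compound left out, the class counts ranged from 0 to 92 for non-genotoxic against genotoxic, 0 to 3 for carcinogen against non-carcinogen and 0 to 2 for non-genotoxic against non-carcinogen. The p53 difference between non-genotoxic and genotoxic ranged from -1.02 to -0.52; it was -0.52 without CIDB and -1.02 without DMN, each with an exact p of 0.111, the smallest then possible. Between carcinogens and non-carcinogens it ranged from 0.23 to 0.36. The scores ranged from -0.51 to 0.17 for CPA, -0.70 to -0.0694 for TAA and -0.41 to 0.16 for Wy.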

Other observations

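Several lists moved in compounds besides those described above, and a choice is given here. Heat shock genes passed as higher in 8 of 30 compounds and as lower in 2, and endothelial markers as higher in 1 and lower in 6. With an estimated correlation 0 of these held. Hepatocyte genes were lower in 9 of 30 compounds, of which 4 held with an estimated correlation: in Wy 3 of 21 members were called lower (mean -0.27, adjusted p = 0.0036 with an estimated correlation), in PBO 3 (mean -0.20, adjusted p = 0.0084), in DHEA 3 (mean -0.16, adjusted p = 0.042) and in MDA 0 (mean -0.19, adjusted p = 0.013). Red cell genes passed as lower in 7 of 30 compounds and as higher in 2, of which 2 and 1 held with an estimated correlation. Besides CIDB they were lower in 2-NF, 2 of 5 with a mean of -0.70 (adjusted p = 0.037 with an estimated correlation). Heat shock genes rose in Aap, 8 of 15 with a mean of 0.82 (adjusted p = 0.18 with an estimated correlation; mean 0.44 without Aap array 2), and endothelial markers fell in DHEA, 5 of 13 with a mean of -0.47 (adjusted p = 0.092 with an estimated correlation), and in CPA, 4 of 13 with a mean of -0.44 (adjusted p = 0.053 with an estimated correlation). The circadian clock list passed in 0 of 30 compounds, with a lowest adjusted p of 0.054, and of the B and plasma cell list only 1 gene was measured.

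A hypothesis was that compounds outside the study's classes which are known as genotoxic carcinogens would have a low class score; the tests were written after the scores had been seen. The 6 compounds 2-AAF, 2-NF, AB1, NNK, NNM and NPip scored between -1.63 and -0.73. The 4 drugs Clon, Ibup, Praz and Prop scored between 0.01 and 0.12. The difference was -1.17 with an exact permutation p of 0.00476, the smallest that 210 splits allow. In neither group were 3-MC, MDA, Aap, DCB and AlAl, which scored -0.09, -0.15, -0.21, -0.06 and 0.04. The p53 list stood at 0.29 in 3-MC and 0.10 in MDA. Whether 3-MC and MDA count as genotoxic was not weighed. If they do, these values go against the hypothesis, so the test speaks for the chosen compounds only. The choice of the probe sets used the vehicle arrays of 2-NF (those of CIDB and DMN), AB1 (MPy) and 2-AAF (PB). Without 2-NF the difference was -1.07 (exact permutation p = 0.00794, the smallest that 126 splits allow). Without all 3 it was -1.06 (exact permutation p = 0.0286, the smallest that 35 allow). Over all 6 the p53 list differed by 0.76 with an exact permutation p of 0.00476. The lower side of the score includes the p53 targets Cdkn1a, Ccng1, Mgmt, Mdm2 and Phlda3. The tests of the score and of the p53 list thus share genes and are not independent. All 4 drugs come from 1 block and none of the 6 does. Yet 2-AAF, AB1, NNK and NNM scored at least 0.67 lower than each compound not known as genotoxic on the same vehicle arrays. The differences were -0.67 for 2-AAF minus PB, and -0.93 and -1.03 for AB1 minus TAA and MPy. At day 7 they were -0.84, -1.22 and -1.22 for AB1 minus AA, DHEA and Mcarb, and -0.82 for NNM minus AlAl. NNK minus AlAl gave -1.14. PB and MPy were scored on probe sets chosen without them, unlike 2-AAF and AB1, so those differences mix 2 choices. AA, DHEA and Mcarb are among the compounds behind the choice, so a part of their differences may be built in. The differences of AB1 to TAA and of NNK and NNM to AlAl speak against a difference between blocks for these 3. For 2-AAF, set against PB alone, this remains open. The only compounds on the vehicle arrays of 2-NF are CIDB and DMN, from which the probe sets were chosen, and NPip has none, so for these 2 block and compound cannot be told apart.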
